A study of Mus musculus with 14 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

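Array comparative genomic hybridisation (array CGH) compares the amount of DNA of a test animal with that of a reference animal at many positions of the genome. Tail DNA of 7 C57BL/6J/Nrs mice of 1 family was measured in this way: the sire (20mGyAAM), the dam (20mGyAAF) and 5 offspring (20mGyAA1 to 20mGyAA5). Each mouse was hybridised against the same reference male on 2 arrays with the dyes exchanged, which gave 14 arrays. The 2 arrays of a mouse held the same DNA and were counted as 1 replicate, so that each mouse was a group of its own and no spread between animals of one kind could be given except over the 5 offspring. Per the labels, the family belonged to the arm in which sires received gamma-rays at 20 mGy per day for 400 days. The design text of the series, in contrast, calls the sire non-irradiated, while the study lists 20mGyAA4 of this family among the offspring of irradiated sires. The arrays themselves do not show the exposure.

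Per the file headers, the authors scanned custom 1-array slides and extracted the spots with Feature Extraction version 10.7.1.1. The deposited log ratio of each spot is the log10 of the red (Cy5) over the green (Cy3) processed signal. The deposited processed, median and background signals are spot intensity values, and the processed ones had been background-subtracted, spatially detrended and dye-normalised by a linear factor before deposit. The authors' value table of the series holds the same ratios in log2 units, and a comparison with the scanner values gave reference over mouse in every column. Its columns were not centred, and their medians ranged from -0.0063 to 0.014. It leaves out 1889 of the 966371 non-control spots of the scanner files.

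Log ratios were converted to log2, turned so that a positive value means more DNA in the mouse than in the reference, and centred on the autosomal median of the array. Control spots and spots flagged as outliers were left out, and spots of one probe were averaged. This left 950622 autosomal, 68 X and 23 Y probes with a median spacing of 2053 bp between autosomal probes (10th to 90th percentile, 1340 to 3611 bp). From 99.0% to 99.8% of spots per array were well above background in both channels, and no spot was saturated. The spread between neighbouring probes (Feature Extraction's derivative spread) ranged from 0.17 to 0.24 log2 units per array. The number of arrays limits the precision of every value. The arrays were scanned on 4 days: the sire on day 1, the dam and 20mGyAA1 on day 2, 20mGyAA2 and 20mGyAA3 on day 3, and 20mGyAA4 and 20mGyAA5 on day 4.

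Probe positions are those of the deposited files, in build mm9 (NCBI37). The last probe of chromosome 1 ends at 197188286. Genome annotation of that build, gene names and probe sequences were not used here, and positions were not converted between builds, so regions are named by position alone, without genes, exons or GC content. For the same reason the gene lists fixed in advance were not placed on the arrays, and that result was not computed.

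A probe was called positive by the limits of the study: a log2 ratio beyond 0.8 in size on both arrays of a mouse, or neighbouring probes beyond 0.5 in size on all 4 values. One sign was required of these values here, a condition that the study does not state. A probe was called de novo if it was positive in an offspring and not positive with that sign in either parent. De novo probes with at most 2 other probes between them were joined, and a region needed 2 or more. Probes beyond 0.8 on both arrays with opposite signs and probes positive in 1 mouse alone were counted as well. The study's second screening on dense arrays, its quantitative PCR and its commercial calling software were not used here. In place of the software, an interval score was computed: the sum of mean log2 ratios over the robust SD times the root of the number of probes, for 4 or more probes, a score beyond 7, a mean beyond 0.25 and one sign on both arrays. Region means were also set against up to 10000 random autosomal windows with as many probes in the same mouse, as a description only, since the regions had been chosen for their values. Counts of positive probes were compared between 5 offspring and 2 parents by an exact two-sided permutation test. Single probes were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment at 0.05. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

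The rules were tested on the real arrays with added changes, 200 regions per mouse, length and copy number. A loss from 2 copies to 1 gave 2 or more positive probes in 93.2% of regions of 2 probes and 99.4% of regions of 4 probes. A loss at 1 probe was called in 67.5% of cases. A gain from 2 copies to 3 (0.58 log2 units) reached 2 or more positive probes in 33.0% of regions of 4 probes and 68.6% of regions of 10 probes. The interval score found 96.1% and 100% of those gains. For limma, 200 of 948642 simulated probes were shifted in the offspring: 99% were recovered at a shift of 1, 52.5% at 0.58 and 0 at 0.3 log2 units, with 23, 13 and 0 unshifted probes called as well.

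Before the data were examined, the tests, the alternatives and the rule for named regions were fixed. Named were the de novo regions of 2 or more positive probes (up to 25), the 10 single de novo probes farthest from the parental mean with both parents within 0.4 of 0, and the 15 regions with most positive probes among those positive in a parent. The 2 regions listed by the study for 20mGyAA4 and, if any probe passed limma, the 10 probes of smallest p were named as well. The rule also asked for genes of the fixed lists, which were not named for the reason above. Alternatives were background correction by normexp (offset 50), no centring, the series value table, loess on intensity (span 0.3), subtraction of a running median over 501 probes, limits of 0.6 and 1.0, flagged spots kept, dim probes left out, other parent rules, no gap in a region, score limits of 6 and 9, an unmoderated model, scan day as a block, and each array or mouse left out. Normexp was run on median spot signals. Leaving out the chromosome 4 gain, keeping intervals with a mean beyond 0.5 and keeping intervals of 10 or more probes were chosen after seeing the data.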

Results

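Array CGH was carried out on 1 mouse family to search for changes in DNA copy number that the offspring carried and their parents did not. The study asked whether such changes are more frequent after irradiation of the sire. This single family holds no second arm, so the values below describe its members and do not compare irradiated with non-irradiated sires. Each of the 7 mice (sire, dam and 5 offspring) was measured at 950622 autosomal probes on 2 dye-swap arrays, and errors given with a mean are the SD between those arrays (n = 2) unless stated otherwise.

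The sex chromosomes gave the direction and scale of the ratios. On chromosome X (68 probes) the mean log2 ratio was 0.01 ± 0.08 in the sire and 0.99 ± 0.08 in the dam, a 1.98-fold ratio of dam to male reference. On chromosome Y (23 probes) it was 0.02 ± 0.19 in the sire and -3.06 ± 0.07 in the dam. Among the offspring, 20mGyAA1 resembled the sire, with -0.01 ± 0.08 on X and -0.04 ± 0.13 on Y. The others resembled the dam, with X means of 0.95 ± 0.06 in 20mGyAA2, 0.92 ± 0.03 in 20mGyAA3, 0.95 ± 0.01 in 20mGyAA4 and 0.89 ± 0.04 in 20mGyAA5. Their Y means lay between -2.87 and -2.41. The X difference of dam and sire shrank to 0.58 after normexp background correction. Whole-autosome means were small, the largest being 0.02 ± 0.02 (dam, chromosome 3). Some exceeded the spread between arrays, such as 0.013 ± 0.0050 on chromosome 7 in 20mGyAA3 and -0.011 ± 0.0027 on chromosome 8 in 20mGyAA2, all far below the 0.58 of a gain of 1 copy.

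The clearest change in an offspring was a deletion on chromosome 1 of 20mGyAA4. It covered 36 probes from 119273330 to 119375764 (102435 bp) with a mean of -0.98 ± 0.02, 1.97-fold below the reference. Of these probes, 33 were positive and de novo, with a mean of -1.02. The sire (-0.01 ± 0.01), the dam (0.02 ± 0.01) and the other offspring (-0.07 to -0.02) lay near 0. The nearest unaffected probes allow a span of up to 134927 bp. The study lists a deletion of similar size on chromosome 1 of this mouse, with positions in another build that were not converted, so the regions were matched by mouse, chromosome and size only.

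**Figure D1:**
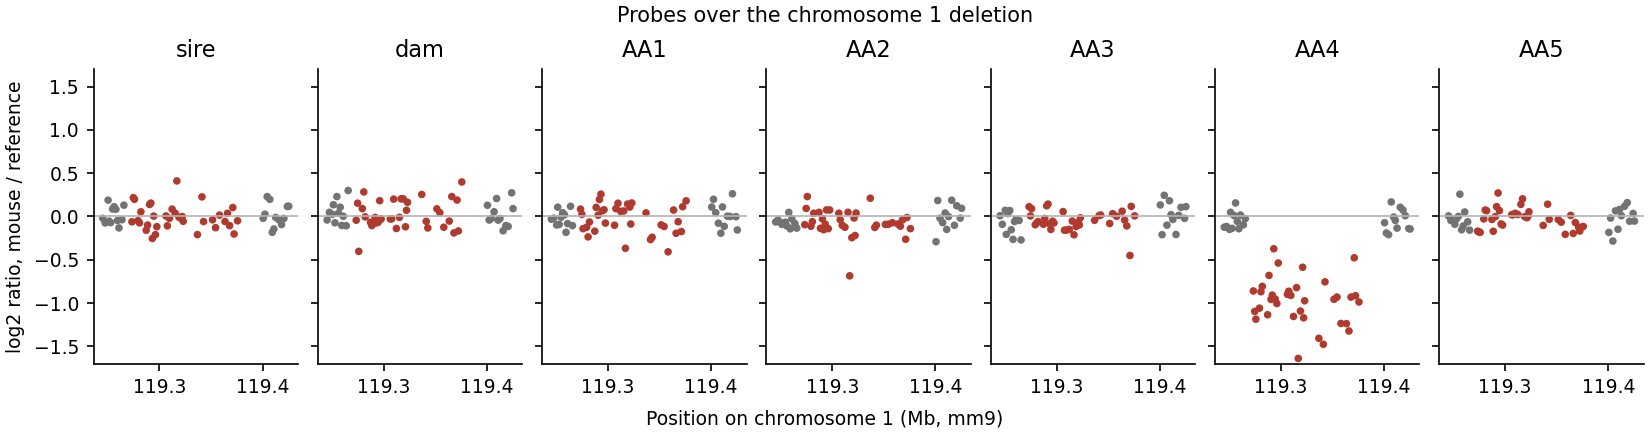
Each point is the mean log2 ratio (mouse over reference) of both dye-swap arrays at 1 probe, against position on chromosome 1 in Mb (mm9), with 1 panel per mouse, red for the 36 probes of the deletion and grey for flanking probes. The red points lie around -0.98 in 20mGyAA4 and near 0 in the sire, the dam and the other offspring.

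A loss on chromosome 17 was seen in 20mGyAA4, for which the study lists one there of similar size, and also in 20mGyAA5, for which the study lists no change. It held 2 probes from 81464677 to 81468836 (4160 bp), with means of -0.98 ± 0.09 in 20mGyAA4 and -0.83 ± 0.07 in 20mGyAA5. The parents (-0.02 ± 0.08 and 0.07 ± 0.03) and the other offspring (-0.01 to 0.05) lay near 0. Both probes were positive and de novo in each of these mice. Among 948623 neighbouring pairs, 44 in 20mGyAA4 and 29 in 20mGyAA5 were as low as this pair in the same mouse, the pair included.

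A gain on chromosome 13 was shared by 20mGyAA1 and 20mGyAA2, for neither of which the study lists a change. Between 65468928 and 66978798, 27 sparse probes (median spacing 36083 bp) had means of 0.40 ± 0.03 in 20mGyAA1 and 0.45 ± 0.00 in 20mGyAA2. The sire (-0.02 ± 0.06), the dam (0.05 ± 0.01) and the other offspring (-0.05 to -0.01) lay near 0. The probe rule called 5 of these probes, from 65871408 to 66051805, in 20mGyAA2 (0.81 ± 0.25), and none as a region in 20mGyAA1 (0.70 ± 0.28 at the same probes).

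In all, the probe rule gave 19 de novo regions of 2 or more probes in the offspring, 14 gains and 5 losses. For each of them at most 1 random window was as extreme, which only describes regions chosen for extreme values. Only 5 of them had both parents within the 0.4 limit: the deletion on chromosome 1, the chromosome 17 loss in each of 2 mice, the chromosome 13 gain in 20mGyAA2, and a pair on chromosome 14 (61799762 to 61801277) in 20mGyAA3. That pair was lower in several mice, with -0.70 ± 0.15 in 20mGyAA3, -0.70 ± 0.37 in 20mGyAA4, -0.38 ± 0.18 in 20mGyAA2, -0.39 ± 0.10 in 20mGyAA5 and -0.29 ± 0.15 in the dam, against 0.01 ± 0.35 in the sire and -0.13 ± 0.05 in 20mGyAA1. It lies in an interval (61798066 to 61819370) whose means separated the mice as chromosome X did. A pair on chromosome 19 (39101968 to 39106749) had a mean of -0.68 in 20mGyAA2 and 0.39 in the dam. The sire had -0.49, but its 2 arrays differed, with -0.05 and -0.94. Of the other regions, 12 were pieces of a gain on chromosome 4 that the parents also carried, and 1 was part of a gain of the sire on chromosome 5. Leaving out the chromosome 4 gain reduced the 19 regions to 7.

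The chromosome 4 gain showed 3 levels within the family. From 101110482 to 101270535 (160054 bp, 74 probes), means were 0.56 ± 0.02 in the sire, 0.59 ± 0.02 in the dam, 0.56 ± 0.00 in 20mGyAA1, 0.55 ± 0.00 in 20mGyAA2 and 0.56 ± 0.02 in 20mGyAA4. 20mGyAA3 had 0.99 ± 0.04, 1.98-fold above the reference, and 20mGyAA5 had 0.01 ± 0.02. Since 0.56 lies close to the probe limits, positive probes alternated with others along the gain, and those of the offspring that missed the limits in both parents were counted as de novo.

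**Figure D2:**
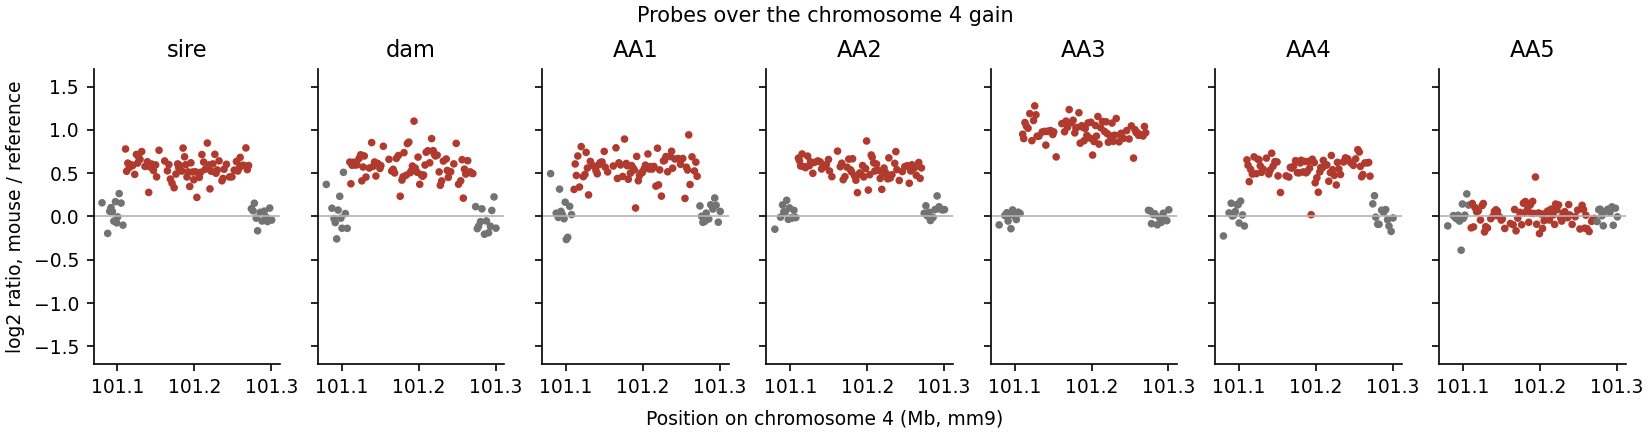
Each point is the mean log2 ratio (mouse over reference) of both dye-swap arrays at 1 probe, against position on chromosome 4 in Mb (mm9), with 1 panel per mouse, red for the 74 probes of the gain and grey for flanking probes. The red points lie around 0.99 in 20mGyAA3, near 0 in 20mGyAA5 and between 0.55 and 0.59 in the sire, the dam and the other offspring.

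Gains of one parent were seen in part of the offspring. On chromosome 5, 14 probes from 18458391 to 18499828 had means of 0.59 ± 0.01 in the sire, 0.59 ± 0.02 in 20mGyAA1 and 0.55 ± 0.08 in 20mGyAA3, against 0.07 ± 0.01 in the dam and -0.01 to 0.01 in the others. On chromosome 14, 110 probes from 53387255 to 54386805 had means of 0.27 ± 0.03 in the dam, 0.21 ± 0.00 in 20mGyAA3 and 0.23 ± 0.02 in 20mGyAA4, against -0.03 to 0.02 in the sire and the others. These higher means lay well below the 0.58 of a gain of 1 copy. On chromosome 3, lower ratios at 4 probes from 25417435 to 25444229 were found in the dam (-1.26 ± 0.09), 20mGyAA2 (-1.31 ± 0.10), 20mGyAA3 (-1.23 ± 0.08), 20mGyAA4 (-1.24 ± 0.05) and 20mGyAA5 (-1.32 ± 0.13), but not in the sire (-0.02 ± 0.09) or 20mGyAA1 (0.06 ± 0.01). The 3 positive probes among them had means of -1.57 in the dam and -1.62 to -1.52 in 20mGyAA2 to 20mGyAA5. Their SD over probes was 0.50 to 0.63. These means lay below the -1 of a loss from 2 copies to 1. The 12 other regions named for a parent were gains with 2 positive probes in the dam, from 0.61 to 1.17 in mean, and none was positive in an offspring. The highest lay on chromosome 8 (36450561 to 36453320), and the one on chromosome 12 (58327357 to 58334913) fell from 0.90 to -0.098 when dim probes were left out.

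**Figure D3:**
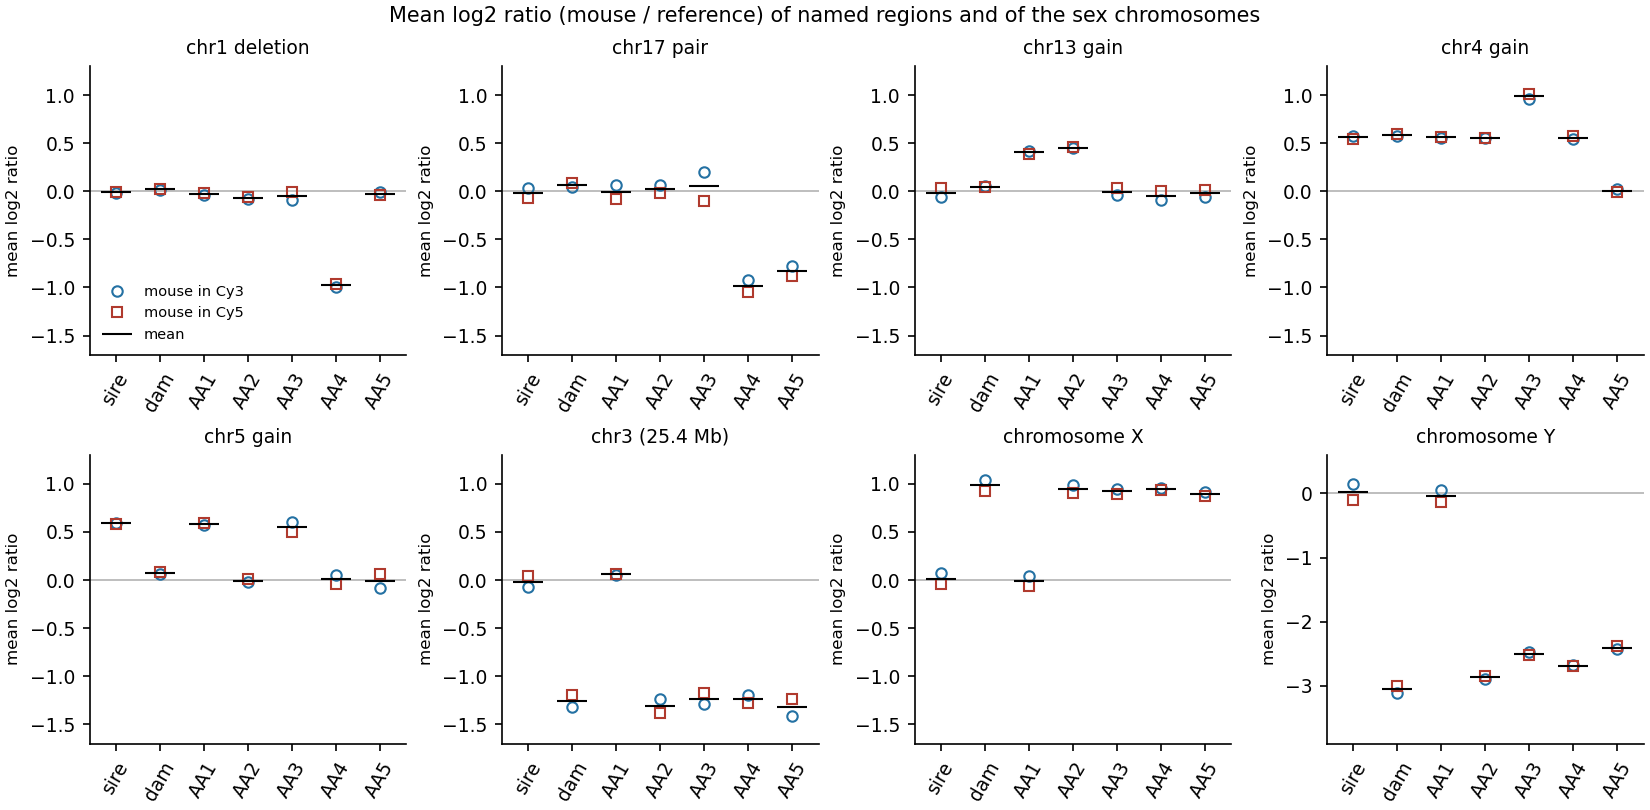
The mean log2 ratio (mouse over reference) is plotted for each mouse in 6 named regions and on chromosomes X and Y, with circles for the array with the mouse in Cy3, squares for the array with the mouse in Cy5 and a bar for their mean. The chromosome 1 loss (-0.98) stands alone in 20mGyAA4, the chromosome 17 loss appears in 20mGyAA4 (-0.98) and 20mGyAA5 (-0.83), and the chromosome 3 interval separates the mice in the same way as chromosomes X and Y.

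Single de novo probes were many and mostly isolated. The 5 offspring had 516 de novo probes (235 gains and 281 losses): 138 in 20mGyAA1, 77 in 20mGyAA2, 127 in 20mGyAA3, 126 in 20mGyAA4 and 48 in 20mGyAA5. After joining, 394 stood alone, and 135 of those had both parents within 0.4 of 0. Probes positive in 1 mouse alone numbered 32 to 123 per offspring, 159 in the sire and 585 in the dam. Another 113 to 364 probes per offspring were beyond 0.8 with opposite signs on the 2 arrays, but the dye-swap ratios correlated negatively in each mouse, so this number does not measure the noise of calls with one sign. The probes farthest from the parents were a gain on chromosome 3 at 24255614 (2.03 in 20mGyAA4, with 3.11 and 0.96 on its arrays), a loss on chromosome 16 at 89158602 (-1.84 in 20mGyAA4) and a loss on chromosome 5 at 130356108 (-1.81 in 20mGyAA3, with -1.34 in 20mGyAA4 and -0.91 in 20mGyAA2). The 10 named probes lay 1.64 to 2.05 from the parental mean, and their neighbours lay between -0.31 and 0.14. With normexp, 4 of the gains among them, on chromosomes 12, 13, 2 and 6, had values from -0.013 to -0.00041. The total of 516 fell to 183 when only probes well above background in both channels on every array were kept. It fell to 139 with normexp, which also shrank the known X and Y differences, so that the fixed limit stood for a larger change.

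**Figure D4:**
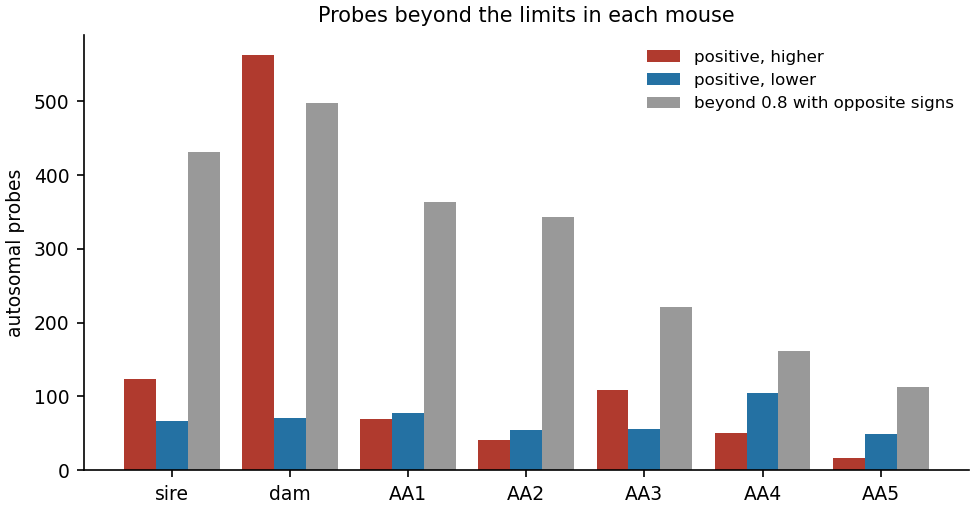
Bars show, for each mouse, the number of autosomal probes that were positive with a higher ratio (red), positive with a lower ratio (blue), or beyond 0.8 on both arrays with opposite signs (grey). The dam has 562 positive gains, more than any other mouse, and the grey bars exceed the blue ones in all 7 mice.

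The interval score called 419 intervals in the 7 mice, 202 gains and 217 losses, of which 342 had exactly 4 probes. Merged over mice these made 359 regions: 330 called in 1 mouse, 29 in 2 or more and 0 in all. When the order of probes was shuffled within each autosome, 398 intervals were still called, so most of the short intervals did not exceed what unordered probes gave. For intervals of 10 or more probes the counts were 22 in the real and 5 in the shuffled order. In the dam they were 3 and 4, so her long intervals were not more numerous than the shuffled ones. This count weighs neither the length nor the score of an interval. Without the dam the counts were 19 and 1. Those with most probes were the regions on chromosomes 14, 4, 8 and 1 given here. The interval on chromosome 8 (102125282 to 102253497, 46 probes) had means of 0.23 ± 0.04 in the dam and 0.19 to 0.25 in 20mGyAA2 to 20mGyAA5, against -0.04 ± 0.04 in the sire and 0.01 ± 0.06 in 20mGyAA1.

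Fewer probes differed from the reference in the offspring than in the parents. The offspring had 125.2 ± 43.0 positive probes (SD, n = 5), and the sire and the dam had 190 and 633. The difference of -286.3 had an exact two-sided permutation p of 0.048 (1 of 21 splits), which is the smallest p this design allows. It shrank to -64.8 without the dam and to -40.6 (exact permutation p = 0.57) without dim probes, and it was 25.8 in the other direction with normexp, under which the limit likewise stood for a larger change. Within scan day 2, the only day with a parent and an offspring, the dam had 633 positive probes and 20mGyAA1 had 148. However, the arrays of the parents had a higher median green background (24 to 28) than those of the offspring (14 to 19). On day 2 it was 27 and 24 in the dam and 19 and 17 in 20mGyAA1. Generation and array quality therefore cannot be told apart here.

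Probe by probe, limma found 5 of 948642 autosomal probes lower in the 5 offspring than in the 2 parents at an adjusted p under the threshold, and 0 higher. They lay on chromosome 10 at 114180242 (difference -1.78 ± 0.12 SE, limma adjusted p = 0.010), chromosome 15 at 34109181 (-1.72 ± 0.12 SE), chromosome 7 at 90769015 (-1.07 ± 0.08 SE), chromosome 1 at 169819314 (-1.29 ± 0.09 SE) and chromosome 4 at 133365480 (-1.09 ± 0.09 SE, limma adjusted p = 0.036). All 5 offspring lay below both parents at these probes. The parental means were 0.75 to 1.67 and the offspring means -0.56 to -0.11. At each probe the parents thus lay farther from the reference, on the higher side, than the offspring did on the lower side. The arrays of parents and offspring also differed in background, as given above, and the model did not include that difference. The 5 probes of next smallest p, on chromosomes 19, 8, 14, 19 and 1, did not pass, with limma adjusted p from 0.068 to 0.12. The neighbours of the 10 probes differed by -0.32 to 0.29 only. At an unadjusted p under 0.05, 12.2% of probes differed. The number passing was 0 with dim probes left out, with normexp, in the unmoderated limma fit and with scan day as a block, where 81900 to 155961 probes had an unadjusted p under 0.05. It was 734 without the sire and 10 without the dam, where the parental arm is 1 mouse assumed to vary like the offspring, 3 without 20mGyAA3 and 0 without 20mGyAA1, 20mGyAA2 or 20mGyAA5 (99984, 111557 and 101630 at an unadjusted p under 0.05), and the smallest limma adjusted p ranged from 0.010 to 0.47 over the alternatives.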

Values the study reported

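The study used autosomal probes with a spacing of about 2 kb in its first screening. It reported de novo deletions in 7.1% of F1 mice of non-irradiated sires (11 out of 156) and in 20.4% of F1 mice of irradiated sires (29 out of 142), an increase of 2.9-fold. For deletions with 2 or more positive probes in the first screening, the shares were 5.1% (8 out of 156) and 15.5% (22 out of 142), an increase of 3.0-fold. Mice with 4 or more CNVs left out, 11 deletions and 3 duplications were reported in the non-irradiated group, and 31 deletions and 1 duplication in the irradiated group. No significant difference in the size of deletions was detected between the groups (p = 0.6758). The offspring 20mGyAA4 was among 4 mice with 2 deletions each.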

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

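The test of coincident noise and the placement of intervals chosen in the parents were fixed before their results were seen; the other tests in this part were chosen afterwards. Over the 5 offspring, 64 quantities were tested for a single outlying mouse and 11 stood out. Chance alone picks out about 1 in 20 groups of values, but many of these quantities were regions chosen because mice differed there, or chromosomes X and Y, so that share is no measure for them. They belong to 2 mice. In 20mGyAA4 it was the chromosome 1 deletion (-0.98, others -0.07 to -0.02). In 20mGyAA1 they were chromosome X (-0.011, others 0.89 to 0.95), chromosome Y (-0.039, others -2.87 to -2.41), the intervals on chromosome 3 at 25417435 (0.058) and 132542035 (0.043), on chromosome 6 at 104235287 (-0.019), on chromosome 7 at 141014150 (0.011) and on chromosome 8 at 102125282 (0.012), and the means of chromosomes 2 (-0.0084), 13 (-0.0081) and 15 (-0.0074). On the last 3 chromosomes the other offspring lay between -0.0030 and -0.00091. On X and Y only 20mGyAA1 among the offspring resembled the sire and the male reference, so the flags there reflect its sex. Its intervals on chromosomes 3, 6, 7 and 8 belong to the third pattern below.

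The first pattern is the chromosome 17 loss in both 20mGyAA4 and 20mGyAA5. Admixture of 20mGyAA4 DNA in the other sample would bring the chromosome 1 deletion with it, but 20mGyAA5 had a mean of -0.030 there, over the positive probes. Independent noise would place 0.00135 neighbouring pairs as low in both mice. However, 10 were seen, this pair included, and it alone had both parents near 0. The limits were the values of this pair, which had been chosen for being low in both mice. Low values thus coincided more often than independent noise gives, so the count cannot exclude noise common to both mice. A deletion in all tail cells of a parent would lower that parent, but the lower parental mean was -0.018. What stays open is a deletion present in part of the germ cells of a parent, which was not tested. For 20mGyAA5, noise common to both mice and an effect of the scan day that these mice alone shared stay open too. They cannot be told apart from such a deletion. For 20mGyAA4, in contrast, the study lists a loss of similar size as found by quantitative PCR too.

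The second pattern is the chromosome 13 gain in 20mGyAA1 and 20mGyAA2. Admixture of 20mGyAA1 DNA would bring its chromosome 5 gain, but 20mGyAA2 had -0.0054 there; admixture in the other direction would raise chromosome X of 20mGyAA1, which stood at -0.011. A parent with a gain on one homologue and a loss on the other would leave a gain or a loss in every offspring, but the mean nearest 0 among the others was -0.0056 and the farthest -0.05. The probes there are sparse, and sequence present in several copies, for which probe sequences would be needed, remains an untested explanation, as does mosaicism of a parent.

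The third pattern is a set of autosomal intervals that followed the sex chromosomes. Of 15 intervals called in 3 or more mice, 10 placed the means of the sire and 20mGyAA1 on one side and those of the dam and the other offspring on the other, though not all of the latter were called; 9 were lower in the dam and 1 was higher. Unlinked changes passed on by the dam would give this arrangement in 1 of 26 cases if all sharing by 2 or more offspring were equally frequent (exact one-sided binomial p = 1.78e-11). It would be 1 of 5 if each were shared by 4 of them (exact one-sided binomial p = 0.000113). The arrangement was noticed on these same intervals. Both p-values therefore overstate the evidence against such changes and are given as a description only. Sequence shared with chromosomes X or Y, read against a male reference, may give such ratios. Over 17 intervals chosen in the parents alone, 43.5% of offspring values were placed like chromosome X. By the limit fixed beforehand, this share counts against shared sequence. However, 10 of the 17 were seen in the dam alone, a case that the prediction did not provide for. In 4 others, on chromosomes 3, 6, 8 and 9, all 5 offspring were placed like chromosome X. These overlap intervals of the pattern itself and are no separate evidence, and the rest were mixed. The test thus mostly measured noise of the dam and cannot decide the question.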

How the results depend on the processing

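Leaving out the chromosome 4 gain and restricting intervals by mean or length were chosen after seeing the data. The chromosome 1 deletion, the chromosome 17 losses and the chromosome 4 and 5 gains kept their sign under all alternatives run. Normexp shrinks known ratios, so its counts stand for larger changes. The 516 de novo probes became 139 with normexp, 183 without dim probes, 1606 at a limit of 0.6 and 275 at 1.0. They became 17565 to 23908 with 1 array alone and 378 to 587 without 1 mouse. There were 292 when both parental means had to lie less than 0.4 from 0 in the direction of the offspring. That parent rule set no limit in the opposite direction. By the difference to each parent there were 575, of which 136 were among the 516, with 17.9% gains against 45.5%. The 19 regions became 5 by the 0.4 parent rule, 10 by the difference to each parent, 29 with no gap allowed and 7 without the chromosome 4 gain. They became 2246 to 3555 with 1 array alone and 13 to 24 without 1 mouse. A running median gave 8 gains and 5 losses against 14 and 5. The offspring minus parent difference in positive probes of -286.3 turned to 25.8 with normexp, and its exact permutation p passed the threshold no more without dim probes (-40.6, p = 0.57), at a limit of 1.0 (-100.5, p = 0.14) or with 1 array (-4416.5 to -3969.6, p = 0.19). Without 1 mouse it was -507.8 to -64.8, with the exact permutation p at the smallest the fewer splits allow except without the dam (-64.8, p = 0.33, smallest possible 0.17). The 419 intervals became 1148 and 94 at score limits of 6 and 9, 140 with normexp (53 gains and 87 losses), 186 to 187 with 1 array, 128 with a mean beyond 0.5 and 22 with 10 or more probes. The 5 probes of limma became 1 with loess, 0 with normexp, without dim probes, unmoderated or with scan day as a block, and 0 to 734 without 1 mouse. These 0 counts had 81900, 114670, 103838 and 155961 probes at an unadjusted p under 0.05. The X difference of dam and sire (0.97) was 0.58 with normexp, 0.96 without centring, 0.93 with loess and 0.97 without dim probes, and the Y difference (-3.08) was -0.55 with normexp and -1.702 without dim probes. The largest autosome mean moved by less than its spread throughout. Of 545 values of 55 named items under alternatives, 436 stayed the same, 57 moved, 41 were weaker, 6 were stronger and 5 changed sign. For regions and single de novo probes, the same means within the SD between the 2 arrays. Leaving out 1 array cannot move a value beyond that SD, so these values stayed the same by construction. Weaker and stronger refer to the adjusted p threshold of limma. Those that changed sign were 4 single probes with normexp (-0.011, -0.013, -0.00083 and -0.00041) and a region of the dam on chromosome 12 without dim probes (-0.098). The cause of these changes was not tested. The fixed gene lists were not run. No paired analysis was possible because each mouse is a group of its own and the array numbers name only the dye orientation.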

Other observations

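The test reported here was chosen after its values were seen. The levels of the chromosome 4 gain may reflect an extra copy carried by both parents and passed on independently. The log2 ratios of 3 and 4 copies to 2 are 0.58 and 1, and each offspring mean over the 73 probes of the gain that were positive in any mouse lay within 0.028 of the ratio of 2, 3 or 4 copies. Under this hypothesis 20mGyAA3 would have received the extra copy from each parent, 20mGyAA5 from neither, and the other offspring from one.

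The chromosome 5 gain was shared by the sire (0.59), 20mGyAA1 (0.59) and 20mGyAA3 (0.55), and the chromosome 14 gain by the dam (0.27), 20mGyAA3 (0.21) and 20mGyAA4 (0.23), so that 20mGyAA3 was the offspring that shared each of the gains on chromosomes 4, 5 and 14. The dam's arrays had the highest robust SD of the mean ratio over autosomal probes (0.15, against 0.096 to 0.13 in the other mice) and 562 positive gains against 71 positive losses. The ratios of the dye-swap arrays, turned the same way, correlated negatively across probes in every mouse, with r from -0.44 to -0.10; probes are not independent replicates.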
